A study of Mus musculus with 29 samples.

How the data were processed

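Liver RNA was measured by 3′ mRNA sequencing in 29 male mice. Libraries were made with the QuantSeq 3′ kit and read from a single end for 100 bases on a NovaSeq instrument, per the labels' protocols. The mice fell into 6 groups by genotype and age: wild type, PiZ and PiZ/Chop-/-, each at 6 and 36 weeks. PiZ mice carry a transgene for the Z variant of human alpha-1-antitrypsin, which accumulates in hepatocytes. PiZ/Chop-/- mice carry the same transgene and lack Chop, the transcription factor encoded by Ddit3. Each group held 5 animals except wild type at 36 weeks, which held 4.

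The deposited values were raw read counts per Ensembl gene, in 1 table per sample, and the authors stated no normalization. All values were whole numbers. The aligner, the counting program, the genome build, the annotation release and the strand setting were not stated. Each table listed 31053 gene identifiers and 5 summary lines for reads not assigned to a gene, among them reads aligned to more than 1 place. The summary lines were left out of every comparison and used only to describe the libraries. Of the identifiers, 30934 matched GENCODE M21 (GRCm38), from which gene symbols and positions were taken. Positions are 1-based. Counts were 0 in every sample for 12085 identifiers. The table held 0 identifiers of human genes, so expression of the human transgene was not analysed here. Symbols shared by more than 1 identifier numbered 28, and identifiers were kept apart throughout.

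Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr over the 6 groups with its minimum count of 10 and minimum total count of 15, which left 10877 genes. Library sizes were scaled by trimmed mean of M-values (TMM). A quasi-likelihood model with 1 coefficient per group was fitted to all 29 samples, so that every comparison shared a single estimate of the spread. The 11 comparisons were PiZ against wild type, PiZ/Chop-/- against PiZ and PiZ/Chop-/- against wild type at each age, 36 against 6 weeks within each genotype, and the differences between the ages in the PiZ against wild type effect and in the PiZ/Chop-/- against PiZ effect. All gene tests were two-sided, and a gene was called at a Benjamini-Hochberg adjusted p below 0.05. Expression is given as TMM-scaled CPM from edgeR with the SD over animals, and log2 fold changes are edgeR estimates. Their standard errors (SE) were derived as the absolute log2 fold change divided by the square root of the quasi-likelihood F statistic. They are approximate, most of all for genes near the floor. Adjusted p-values for single genes are from edgeR unless another tool is named.

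Gene lists were tested with camera (limma 3.58.1) at an inter-gene correlation of 0.01, adjusted over the 6 lists in 4 comparisons. The lists covered the PERK-ATF4 branch of the unfolded protein response, endoplasmic reticulum (ER) chaperones and ER-associated degradation, AP-1 and immediate-early genes, extracellular matrix, macrophage and inflammation genes, and the cell cycle. The share of the PiZ change retained in PiZ/Chop-/- was measured on genes chosen in some of the PiZ and wild-type animals and compared in the others. In the animals not used for the choice, the log2 CPM differences (prior count 2) were signed by the direction of the PiZ change and summed. Each PiZ/Chop-/- animal's sum was divided by that of the PiZ animals, and the values were averaged over 20 partitions.

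Genes named singly were set by a rule. The rule took a panel (Ddit3, Serpina1a to Serpina1e, Jun, Fos, Atf3, Atf4, Trib3 and Hspa5). For each PiZ against wild type and PiZ/Chop-/- against PiZ comparison it added the 3 called genes with the largest rise and the 3 with the largest fall, among genes with a mean CPM of at least 5 and CPM ranges that did not overlap. It added 2 genes per direction for each age comparison, and the 2 genes with the smallest p for each difference between ages. Predicted genes without a given name were skipped. The panel, the lists, the comparisons, the tests, this rule and most alternatives were set before the data were examined. Dbp, Arntl, Irf7 and Cyp2c40, and lists of skeletal muscle and interferon-stimulated genes, were chosen after their values or related values had been seen.

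Depth was the number of reads assigned to genes in each library, and the floor was 3 counts in a library of that depth. Folds given as lower bounds used the highest floor in the group after TMM scaling. Shares of reads given for a single library carry 95% Wilson binomial intervals. The labels stated no molecular identifiers, so floors and intervals cover counting error only. The workflow was tested on simulated data with 200 changed genes. It called 95% of genes changed 4-fold and 52% of those changed 2-fold. Of its calls, 3.9% were not among the changed genes, and a comparison simulated without change gave 0 calls. These rates apply to the simulated data only. They may not hold for real groups that differ in spread or include an outlying library, such as the younger wild type. A retained share simulated at 50% was recovered as 47.9%.

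The alternatives were DESeq2 1.42.0 (Wald test), its median-of-ratios size factors in edgeR, no low-count filter, genes with a mean CPM of at least 5, removal of the 50 most abundant genes, a replicate block, 1 surrogate variable from sva 3.50.0, a fit to only the groups compared, the fry test for lists, and each sample left out in turn. For the retained share only the PiZ/Chop-/- animals were left out in turn, and the alternatives also included a prior count of 0.5 and choosing and measuring genes in the same animals. Robust moderation, a clock covariate (the log2 ratio of Dbp to Arntl) and a muscle covariate (mean log2 CPM of 14 skeletal muscle genes) were added after the data had been seen. The replicate numbers used in the block came from the sample labels, and same-numbered animals were different mice. Tables and figures used Python 3.11.15 with pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.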

Results

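Livers of 29 male C57BL/6 mice were profiled to compare the response to the Z variant of human alpha-1-antitrypsin with and without the transcription factor Chop, at a young and an older age. Wild-type, PiZ and PiZ/Chop-/- mice were sampled at 6 and 36 weeks, with 5 animals in each group except wild type at 36 weeks, which had 4. The libraries held from 2310208 to 3851983 reads assigned to genes, with a mean of 2823648. Between 12728 and 14337 genes had at least 1 read in a library. The smallest expression that 3 counts could show lay between 0.779 and 1.30 CPM, a read count scaled to a common library size. Floors and intervals cover counting error only, because the labels stated no molecular identifiers. The labels named no sequencing or library batch, so no comparison could be repeated within batches.

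The wild-type libraries at 6 weeks were more varied than those of any other group. Their common biological coefficient of variation was 0.428, against 0.213 in PiZ and 0.275 in PiZ/Chop-/- at 6 weeks, and 0.242, 0.214 and 0.280 in wild type, PiZ and PiZ/Chop-/- at 36 weeks. The single estimate of the spread shared by all comparisons does not follow this difference. It may be too small for comparisons with wild type at 6 weeks and too large for others. In wild-type replicate 2 at 6 weeks, 43.9% of uniquely aligned reads lay outside annotated genes (95% Wilson interval 43.90% to 43.99%), and its 10 most abundant genes took 41.3% of assigned reads (95% Wilson interval 41.2% to 41.3%). Its median correlation with the other animals of its group was 0.824, against 0.908 to 0.935 for the other 4, a correlation across genes, which are not independent replicates. Without this animal the group's coefficient of variation was 0.326. Skeletal muscle transcripts were also uneven in this group: the mean log2 CPM of 14 muscle genes was 7.69 in replicate 1 and 7.88 in replicate 2, and 1.28 in replicate 4.

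The deletion was first examined through Ddit3 (ENSMUSG00000025408; GRCm38 chromosome 10, 127290774 to 127296288), which encodes Chop. The build used by the authors was not stated, and all positions given here are from GENCODE M21. At 6 weeks Ddit3 measured 11.7 ± 4.19 CPM in wild type (SD, n = 5), 92.2 ± 8.51 CPM in PiZ (SD, n = 5) and 3.96 ± 4.17 CPM in PiZ/Chop-/- (SD, n = 5). At 36 weeks it measured 15.9 ± 0.888 CPM in wild type (SD, n = 4), 41.9 ± 12.9 CPM in PiZ (SD, n = 5) and 4.85 ± 1.52 CPM in PiZ/Chop-/- (SD, n = 5). The wild-type animals ranged from 6.62 to 15.1 CPM at 6 weeks and from 15.2 to 17.2 CPM at 36 weeks, and the PiZ animals from 81.9 to 104 CPM and from 33.6 to 64.1 CPM. Among PiZ/Chop-/- animals at 6 weeks, Ddit3 was 10.7 CPM in replicate 1, 1.78 CPM in replicate 2, 2.44 CPM in replicate 4 and 4.83 CPM in replicate 5. Replicate 3 had 0 reads, with a floor of 1.17 CPM. At 36 weeks the PiZ/Chop-/- values ran from 2.74 to 6.69 CPM. Ddit3 overlaps the end of Mars on the opposite strand, and the strand setting used for counting was not stated, so the origin of the few reads left in PiZ/Chop-/- is uncertain.

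**Figure D1:**
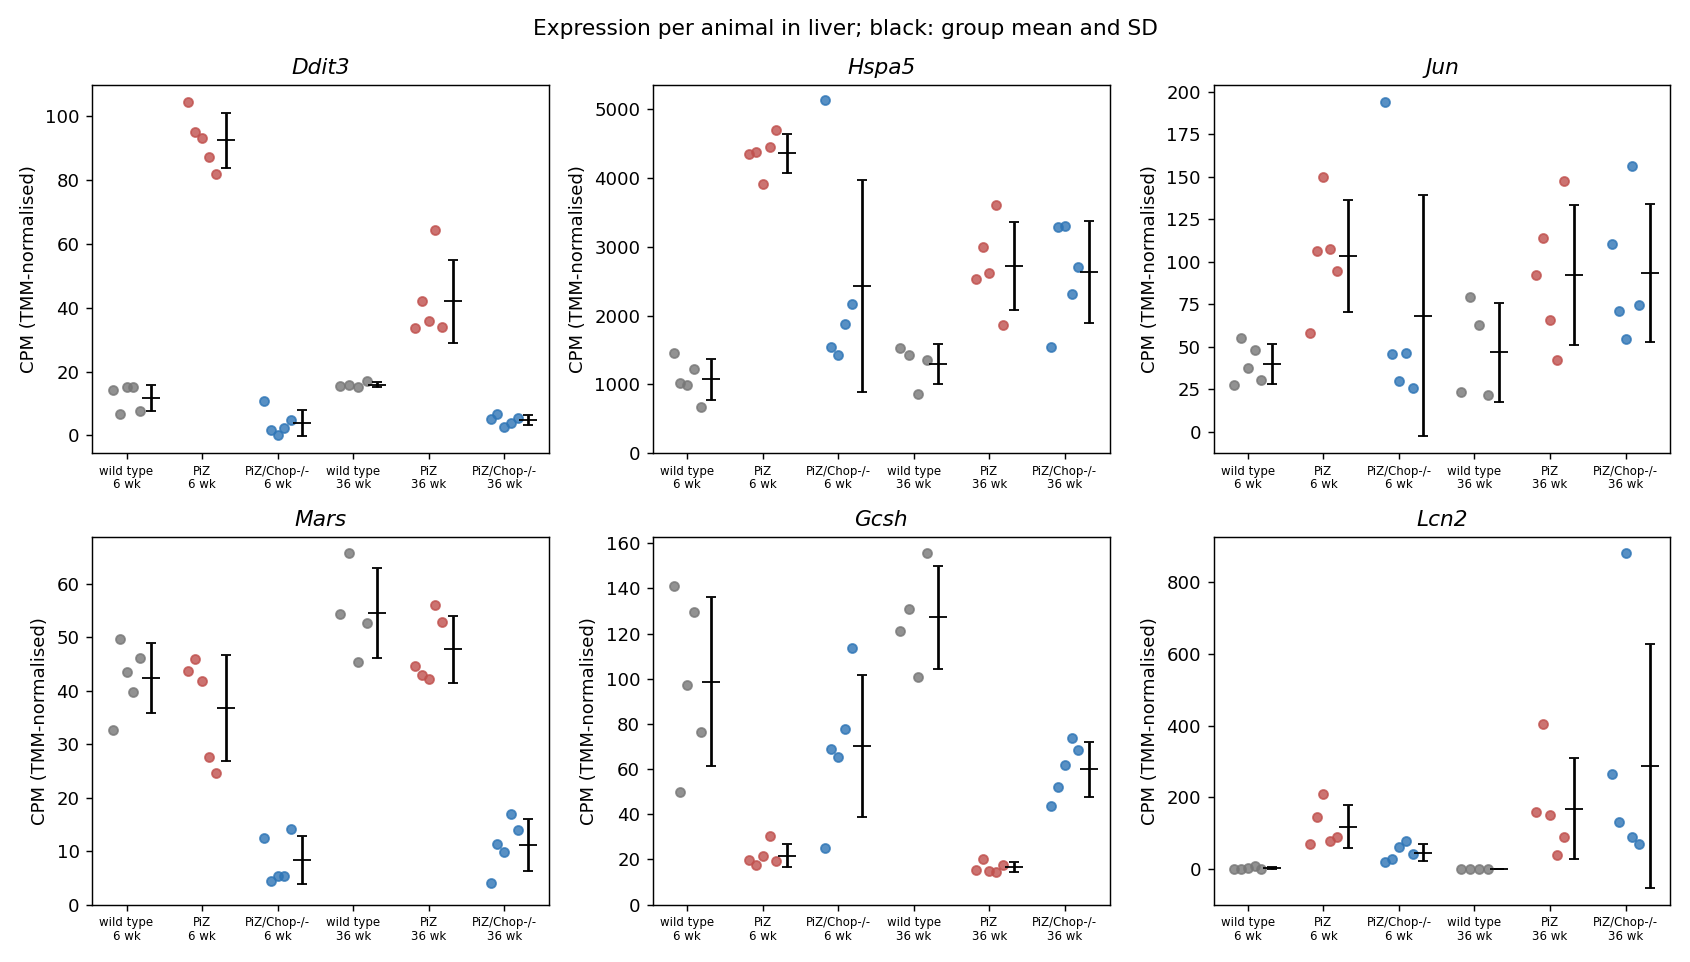
Expression in TMM-scaled CPM (vertical axes, linear) of Ddit3, Hspa5, Jun, Mars, Gcsh and Lcn2 in each animal (points) of the 6 groups, with black bars for the group mean and SD. Ddit3 averaged 92.2 CPM in PiZ at 6 weeks and 3.96 CPM in PiZ/Chop-/-, while replicate 1 of PiZ/Chop-/- at 6 weeks stood apart for Jun at 194 CPM.

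PiZ was compared with wild type at 6 weeks to define the response to the transgene in young mice. Of 10877 genes tested, 2802 were called by edgeR, 1354 higher and 1448 lower in PiZ, and 1336 of them changed by at least 2-fold. The alternative that moved this count most was the muscle covariate, chosen after the data had been seen, which gave 1618. Of the 12 panel genes 7 were called over all genes, and 7 when adjusted over the panel alone. Ddit3 rose by 2.96 on the log2 scale (SE 0.339, adjusted p = 1.97e-07). Trib3 (ENSMUSG00000032715; chromosome 2, 152337422 to 152344032) went from 11.7 ± 7.59 CPM (SD, n = 5) to 96.3 ± 41.7 CPM (SD, n = 5), a log2 fold change of 3.02 (SE 0.445, edgeR adjusted p = 9.10e-06). Hspa5 (ENSMUSG00000026864; chromosome 2, 34771970 to 34777547) went from 1070 ± 293 CPM (SD, n = 5) to 4360 ± 284 CPM (SD, n = 5), a log2 fold change of 2.03 (SE 0.284, edgeR adjusted p = 4.50e-06). Atf3, Jun and Atf4 were also called, with log2 fold changes of 3.48, 1.37 and 0.77. Of the 10 fits that each left out a sample, Atf4 was no longer called in 5 and Jun in 2, and Atf4 was not called with the muscle covariate (adjusted p = 0.0657). Fos was not called (1.77, SE 0.822, adjusted p = 0.114).

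The mouse homologues of the transgene are close paralogs, and reads shared between them make each member's value uncertain. Serpina1e (ENSMUSG00000072849; chromosome 12, 103946931 to 103958975) measured 9584 ± 4834 CPM in wild type (SD, n = 5) and 659 ± 434 CPM in PiZ (SD, n = 5) at 6 weeks. Its log2 fold change was -3.86 (SE 0.449, edgeR adjusted p = 2.52e-07). Serpina1a, Serpina1b, Serpina1c and Serpina1d were not called at 6 weeks, with log2 fold changes of -0.32, 0.20, -0.46 and -0.13. With 1 surrogate variable Serpina1a, Serpina1c and Serpina1d were called lower and the Serpina1b value became -0.40. Of the 10 fits that each left out a sample, Serpina1a and Serpina1c were each called lower in 1. The statement that Serpina1e alone changed therefore depends on that setting and on single animals.

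By the rule for named genes, the largest rises in PiZ at 6 weeks were in Orm3, Lrtm2 and Gpx2. Orm3 (ENSMUSG00000028359; chromosome 4, 63356162 to 63359511), a member of a paralog family whose value is therefore uncertain, measured 63.9 ± 30.4 CPM in PiZ (SD, n = 5), at least 45.0-fold above wild type, in which every library had 3 counts or fewer. Lrtm2 was at least 23.3-fold higher. Gpx2 (ENSMUSG00000042808; chromosome 12, 76792333 to 76795554) measured 45.7 ± 9.45 CPM in PiZ (SD, n = 5) and 0.411 ± 0.763 CPM in wild type (SD, n = 5), a log2 fold change of 6.57 (SE 0.592, edgeR adjusted p = 3.48e-09). The wild-type mean of Gpx2 lay under the floor, so the size of this change is uncertain. The largest falls were in Myh2, Btnl9 and Hsd3b5. By the group mean Myh2 was at least 92.9-fold lower in PiZ, at 105 ± 142 CPM in wild type (SD, n = 5). The wild-type animals ranged from 0.702 to 316 CPM. The lowest was under the PiZ floor of 1.13 CPM, so this bound does not hold for every animal. With the muscle covariate the Myh2 log2 fold change was -3.29. In the main fit 13 other skeletal muscle genes were also lower, 11 of them called. Btnl9 was at least 10.4-fold lower. Hsd3b5 (ENSMUSG00000038092; chromosome 3, 98618634 to 98630252) was at least 42.7-fold lower, from 48.3 ± 42.1 CPM in wild type (SD, n = 5).

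The same genotypes were compared at 36 weeks. Here 264 genes were called, 161 higher and 103 lower in PiZ. Fits to only the groups compared gave 529 genes here and 1712 at 6 weeks, so the size of the drop in count depends on this setting. Of the genes called at both ages, 188 changed in the same direction and 3 in opposite directions. Of the 2802 genes called at 6 weeks, 75.6% had the same sign at 36 weeks. In the panel 3 genes were called over all genes and 4 over the panel alone. Ddit3 rose by 1.39 (log2, SE 0.353, adjusted p = 0.0257) and Hspa5 by 1.07 (SE 0.297, adjusted p = 0.0461). Trib3 was also called, from 3.12 ± 2.20 CPM in wild type (SD, n = 4) to 15.9 ± 7.12 CPM in PiZ (SD, n = 5), with an edgeR adjusted p of 0.0225. In the 9 fits that each left out a sample, Ddit3 was no longer called in 6, Hspa5 in 8 and Trib3 in 4, all higher in PiZ in every fit, and Trib3 was not called with the clock covariate. Serpina1e fell by 1.30 on the log2 scale and was not called (SE 0.424, adjusted p = 0.103). In the fit to only the groups compared, Serpina1e, Serpina1d and Atf3 were called, with log2 fold changes of -1.30, -0.52 and 2.22. Atf3 was also called with the clock covariate (3.59).

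The largest rises at 36 weeks were in Lcn2, Saa2 and Gpnmb. Lcn2 (ENSMUSG00000026822; chromosome 2, 32384633 to 32388252) measured 0.833 ± 0.409 CPM in wild type (SD, n = 4) and 169 ± 141 CPM in PiZ (SD, n = 5), a log2 fold change of 7.55 (SE 0.984, edgeR adjusted p = 1.73e-05). The wild-type mean of Lcn2 lay under the floor, so the size of this change is uncertain. Saa2, a member of a paralog family whose value is uncertain, had a log2 fold change of 6.61 (SE 1.15, adjusted p = 0.00104). Gpnmb was at least 10.1-fold higher. The largest falls were in Gcsh, Cyp4a14 and Csad. Gcsh (ENSMUSG00000034424; chromosome 8, 116981810 to 116993537) measured 127 ± 22.9 CPM in wild type (SD, n = 4) and 16.6 ± 2.38 CPM in PiZ (SD, n = 5), a log2 fold change of -2.94 (SE 0.294, edgeR adjusted p = 4.15e-07). Cyp4a14, a member of a paralog family whose value is uncertain, and Csad had log2 fold changes of -2.71 and -2.65.

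Whether the PiZ effect differed between ages was tested directly. The difference was called for 262 genes, 155 with a higher and 107 with a lower value at 36 weeks. Of these, 246 were also called at 6 weeks, and in 245 the difference opposed the 6-week change. The difference contains the 6-week change with its sign turned, which favours this. The smallest p-values were for Pigr and Rhbg. Pigr (ENSMUSG00000026417; chromosome 1, 130826684 to 130852249) fell by 2.26 on the log2 scale at 6 weeks and changed by 0.09 at 36 weeks, a difference of 2.35 (SE 0.272, adjusted p = 8.75e-06). Rhbg (ENSMUSG00000104445; chromosome 3, 88242874 to 88254709) rose by 4.71 at 6 weeks and by 1.78 at 36 weeks, a difference of -2.93 (SE 0.346, adjusted p = 8.75e-06). In the panel 1 gene, Serpina1e, was called over all genes and 2 over the panel alone. The Ddit3 difference of -1.57 was not called over all genes (SE 0.477, adjusted p = 0.0686).

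**Figure D2:**
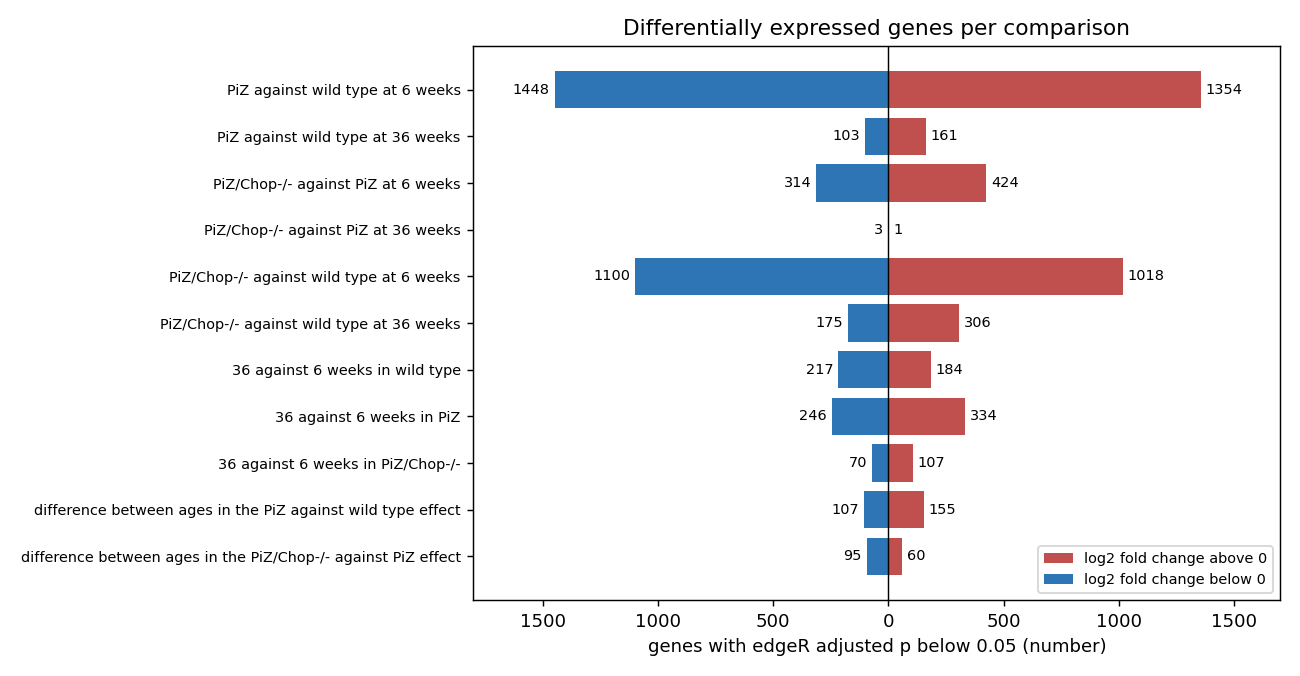
Number of genes with an edgeR adjusted p below 0.05 (horizontal axis) in each of 11 comparisons, with bars to the right for higher and to the left for lower values. PiZ against wild type gave 2802 genes at 6 weeks and 264 at 36 weeks, and PiZ/Chop-/- against PiZ gave 738 and 4. All comparisons shared a single estimate of the spread. Fits to only the groups compared gave 1712 and 529 genes for PiZ against wild type.

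PiZ/Chop-/- was compared with PiZ at 6 weeks to ask how expression differs without Chop when the transgene is present. No group lacked Chop without carrying the transgene. Effects of losing Chop itself therefore cannot be told apart from a role of Chop in the response to PiZ. In this comparison 738 genes were called, 424 higher and 314 lower in PiZ/Chop-/-. Of these, 473 were also called between PiZ and wild type, and 469 of the 473 changed in opposite directions. The same PiZ animals enter both comparisons with opposite sign, which favours opposite directions. With the clock covariate, chosen after the data had been seen, the count was 259. The log2 ratio of the clock genes Dbp to Arntl lay between 5.21 and 6.31 in 4 of the 5 PiZ/Chop-/- animals, at -1.86 in replicate 1, and between -1.62 and 2.90 in PiZ. In the panel 4 genes were called over all genes and 9 over the panel alone. Ddit3 fell by 4.54 on the log2 scale (SE 0.384, adjusted p = 5.52e-09). Trib3 fell by 2.74 (SE 0.438, adjusted p = 0.000159), Serpina1e rose by 1.95 (SE 0.415, adjusted p = 0.00323) and Serpina1c rose by 1.31 (SE 0.353, adjusted p = 0.0193) and was no longer called in 2 of 10 fits that each left out a sample. Hspa5 fell by 0.84 and was not called (SE 0.275, adjusted p = 0.0578), Atf4 fell by 0.78 (SE 0.264, adjusted p = 0.0706) and Jun fell by 0.60 (SE 0.435, adjusted p = 0.457). Hspa5 measured 5133 CPM in PiZ/Chop-/- replicate 1 and from 1424 to 2164 CPM in the other 4. In the fit without this animal Hspa5, Atf4, Jun, Fos and Atf3 were all called, with log2 fold changes of -1.31, -1.33, -1.48, -3.77 and -3.67. Hspa5 was also called with DESeq2 (-0.84), with 1 surrogate variable (-0.85), with the muscle covariate (-0.94) and with the replicate block (-0.92). Atf4 was also called with DESeq2 (-0.78) and with the replicate block (-0.86). With 1 surrogate variable Serpina1a (0.51) and Serpina1d (0.64) were called higher. In the fit to only the groups compared Serpina1a (0.68), Serpina1b (0.52) and Serpina1d (0.83) were called higher.

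The largest rises in PiZ/Chop-/- at 6 weeks were in Hsd3b5, Mup7 and Mup11. Hsd3b5 was at least 56.0-fold higher than in PiZ, at 63.4 ± 39.3 CPM (SD, n = 5). Mup7 was at least 14.2-fold higher and was no longer called in 5 of 10 fits that each left out a sample, with robust moderation or with the clock covariate. Mup11 had a log2 fold change of 4.25 (SE 0.988, adjusted p = 0.00654). Reads shared among the Mup genes make the values of single members uncertain. The largest falls were in Ddit3, Igha and Ggt1. Igha had a log2 fold change of -4.45 (SE 0.922, adjusted p = 0.00247), from 46.8 ± 9.75 CPM in PiZ (SD, n = 5) to 2.10 ± 0.679 CPM (SD, n = 5), and was not called with the clock covariate (log2 -3.22, adjusted p = 0.0764). Ggt1 (ENSMUSG00000006345; chromosome 10, 75561604 to 75586200) had a log2 fold change of -4.24 (SE 0.706, adjusted p = 0.000367), from 60.4 ± 15.6 CPM in PiZ (SD, n = 5) to 2.98 ± 2.41 CPM (SD, n = 5), and was not called by DESeq2 (log2 -4.33, adjusted p = 0.0543).

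At 36 weeks 4 genes were called between PiZ/Chop-/- and PiZ, 1 higher and 3 lower, and 442 genes had an unadjusted p below 0.05. Across the alternatives the count lay between 3 and 6. Ddit3 fell by 3.10 on the log2 scale (SE 0.369, adjusted p = 2.08e-05). Mars (ENSMUSG00000040354; chromosome 10, 127296221 to 127311786), whose last bases overlap those of Ddit3, measured 47.7 ± 6.28 CPM in PiZ (SD, n = 5) and 11.2 ± 4.84 CPM in PiZ/Chop-/- (SD, n = 5). Its log2 fold change was -2.07 (SE 0.276, edgeR adjusted p = 0.000111) and its value is uncertain because of the overlap. Gcsh measured 59.9 ± 12.1 CPM in PiZ/Chop-/- (SD, n = 5), a log2 fold change of 1.85 (SE 0.281, edgeR adjusted p = 0.000875). Cyp4a10 (ENSMUSG00000066072; chromosome 4, 115518264 to 115533649), of a paralog family, had a log2 fold change of -1.46 (SE 0.281, edgeR adjusted p = 0.0350). It was not called in 9 of 10 fits that left out a sample, with the muscle covariate or with the replicate block. All 4 genes were also called at 6 weeks, 3 of them in the same direction. Cyp4a10 was higher in PiZ/Chop-/- at 6 weeks, by 1.41 on the log2 scale.

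The difference between ages in the PiZ/Chop-/- against PiZ effect was called for 155 genes, 60 with a higher and 95 with a lower value at 36 weeks. Of these, 147 were also called at 6 weeks, and in all 147 the difference opposed the 6-week change, which is again favoured because the difference contains that change with its sign turned. With the clock covariate 42 genes were called. The smallest p-values were for Mup3 and Clcn5. Mup3, of a paralog family whose value is uncertain, rose by 3.62 on the log2 scale at 6 weeks and changed by -0.02 at 36 weeks, a difference of -3.64 (SE 0.433, adjusted p = 2.14e-05). Clcn5 (ENSMUSG00000004317; chromosome X, 7153810 to 7319358) measured 55.7 ± 10.5 CPM in PiZ (SD, n = 5) and 10.9 ± 2.10 CPM in PiZ/Chop-/- (SD, n = 5) at 6 weeks. At 36 weeks it measured 11.2 ± 2.51 CPM (SD, n = 5) and 11.2 ± 1.59 CPM (SD, n = 5). The difference was 2.36 (SE 0.292, edgeR adjusted p = 2.49e-05). In the panel 0 genes were called over all genes and 3 over the panel alone.

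PiZ/Chop-/- was also compared with wild type, from which it differs in both the transgene and Chop. No group lacked Chop alone, so these changes may come from the transgene, from the loss of Chop or from both. At 6 weeks 2118 genes were called, 1018 higher and 1100 lower. Of these, 1298 were also called between PiZ and wild type, and 1289 of the 1298 changed in the same direction. At 36 weeks 481 genes were called, 306 higher and 175 lower, and 194 of the 195 genes also called between PiZ and wild type changed in the same direction. The comparisons share their wild-type animals, which favours the same direction. The alternative that moved both counts most was 1 surrogate variable, which gave 463 genes at 6 weeks and 735 at 36 weeks. Adding the replicate number as a block gave 418 genes at 36 weeks, where same-numbered animals had a mean correlation of 0.122 after group means were removed, across genes, against -0.0301 for animals of different numbers. Ddit3 was below wild type at both ages, by -1.58 (SE 0.399, adjusted p = 0.00663) and -1.70 (SE 0.396, adjusted p = 0.0106) on the log2 scale. Hspa5 was above wild type at both ages, by 1.18 (SE 0.277, adjusted p = 0.00396) and 1.03 (SE 0.297, adjusted p = 0.0416). In the panel 5 genes at 6 weeks and 2 at 36 weeks were called over all genes, and 7 and 3 over the panel alone.

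The share of the PiZ change that was retained in PiZ/Chop-/- was measured on genes chosen in other animals. The share also takes up any effect of losing Chop itself on these genes. At 6 weeks it was 50.4% ± 7.50 (SD, n = 5), with animals between 37.4% and 55.7%. At 36 weeks it was 104% ± 7.02 (SD, n = 5), with animals between 95.6% and 111%. The SD covers the PiZ/Chop-/- animals only, which share the same PiZ and wild-type animals as reference. Over the 20 partitions the mean ranged from 45.0% to 56.8% at 6 weeks and from 77.6% to 127% at 36 weeks. The difference of 53.5 percentage points was larger than the spread between PiZ/Chop-/- animals (two-sided exact permutation test over 252 assignments, p = 0.00794). This is the smallest p these assignments can give. The test does not cover the choice of PiZ and wild-type animals. Genes were chosen separately at each age, from 161 to 1488 per partition at 6 weeks and from 55 to 365 at 36 weeks. Whether the same genes were retained more at 36 weeks was therefore not tested. The alternatives that moved these shares most gave 58.0% at 6 weeks, with genes chosen and measured in the same animals, and 88.4% at 36 weeks, with the clock covariate.

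**Figure D3:**
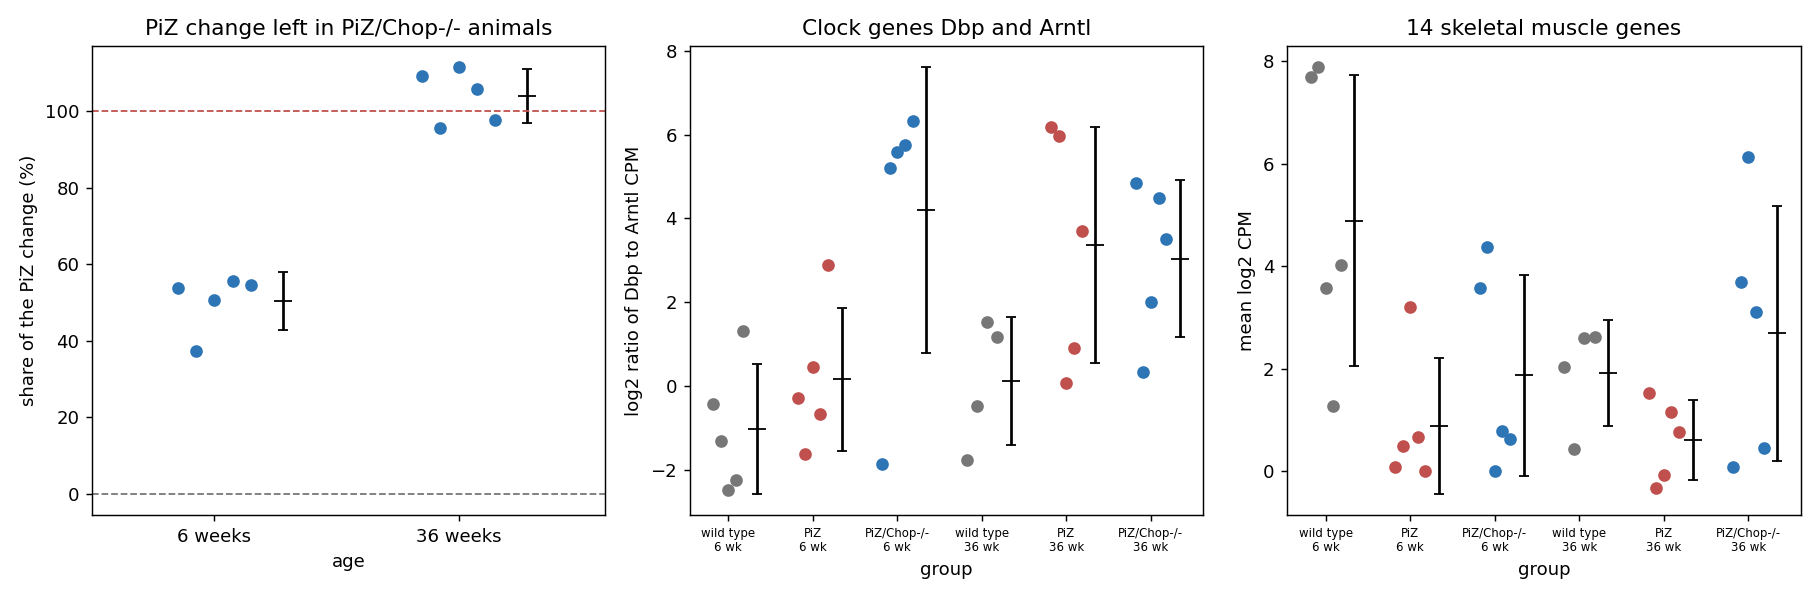
Left, the percent of the PiZ change retained in each PiZ/Chop-/- animal by age, with dashed lines at 0 and 100; middle and right, the log2 ratio of Dbp to Arntl CPM and the mean log2 CPM of 14 skeletal muscle genes per animal in the 6 groups, with points for animals and black bars for mean and SD. The retained share averaged 50.4% at 6 weeks and 104% at 36 weeks, the clock ratio was -1.86 in a single PiZ/Chop-/- animal at 6 weeks, and the muscle genes reached 7.88 in wild type at 6 weeks.

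Gene lists were tested for a shared change. Of 24 camera tests, 18 passed an adjusted p of 0.05, 13 higher and 5 lower. The fry test moved this number most, to 13. The 5 lists that did not pass under fry were AP-1 in PiZ against wild type at 36 weeks (adjusted p = 0.199) and 4 in PiZ/Chop-/- against PiZ: ER chaperones (0.134) and macrophage (0.0561) at 6 weeks, and extracellular matrix (0.285) and macrophage (0.161) at 36 weeks. Between PiZ and wild type at 6 weeks all 6 lists were higher, with median log2 fold changes from 0.42 for extracellular matrix to 1.87 for cell cycle. The cell cycle list did not pass there among genes with a mean CPM of at least 5 (camera adjusted p = 0.0670). The PERK-ATF4 list was higher in 21 of 22 genes (median 1.41, camera adjusted p = 7.45e-11), and 17 were called over all genes and 17 over the list alone. The ER chaperone list was higher in 25 of 26 genes (median 1.26, camera adjusted p = 2.90e-21), with 22 called over all genes and 23 over the list alone. At 36 weeks 5 lists were higher, and the cell cycle list was not (median 0.31, higher in 13 of 18 genes, camera adjusted p = 0.282). With the clock covariate the cell cycle list passed at 36 weeks (camera adjusted p = 0.00658). The ER chaperone list was higher in 26 of 26 genes at 36 weeks (median 0.83, camera adjusted p = 6.61e-22), with 10 called over all genes and 20 over the list alone. The extracellular matrix list had a median of 1.34 at 36 weeks (higher in 20 of 23 genes, camera adjusted p = 3.70e-12), with 6 called over all genes and 11 over the list alone. The AP-1 list had medians of 1.33 and 0.60 at the 2 ages, with 7 and 0 genes called over all genes and 9 and 1 over the list alone.

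In PiZ/Chop-/- against PiZ at 6 weeks, 5 lists were lower, of which the ER chaperone list did not pass with the clock covariate (camera adjusted p = 0.355). The cell cycle list had a median of -1.79 and was higher in 1 of 18 genes (camera adjusted p = 2.32e-10), with 8 called over all genes and 11 over the list alone. The PERK-ATF4 list had a median of -0.51 and was higher in 6 of 22 genes (camera adjusted p = 2.53e-05), with 7 called over all genes and 11 over the list alone. The AP-1 list did not pass (median -0.12, higher in 7 of 15 genes, camera adjusted p = 0.102). It passed as lower in 2 of 29 fits that left out a sample, with the smallest value, 1.78e-07, in the fit without PiZ/Chop-/- replicate 1. At 36 weeks the macrophage list was higher (median 0.30, higher in 21 of 24 genes, camera adjusted p = 2.53e-05), with 0 genes called over all genes and 0 over the list alone. The extracellular matrix list was also higher (median 0.21, higher in 18 of 23 genes, camera adjusted p = 0.0421). It did not pass in 5 of 29 fits that left out a sample. It also did not pass with 1 surrogate variable (camera adjusted p = 0.0561) or with the replicate block (camera adjusted p = 0.0586). The PERK-ATF4 list did not differ at 36 weeks (median 0.10, higher in 12 of 22 genes, camera adjusted p = 0.750). Neither did the ER chaperone, AP-1 and cell cycle lists pass there in the main fit. With the muscle covariate the ER chaperone and cell cycle lists passed as lower (camera adjusted p = 0.00903 and 0.0149). In the fit to only the groups compared the AP-1 list passed as higher (camera adjusted p = 0.0232).

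**Figure D4:**
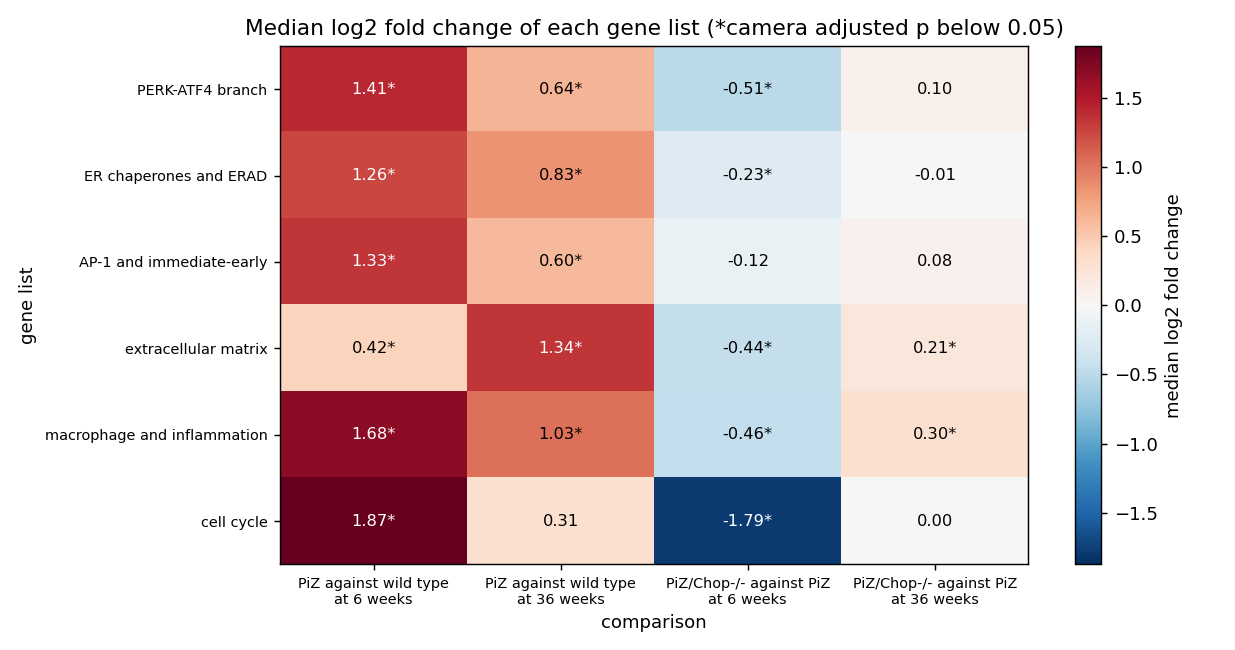
Median log2 fold change (colour and number) of 6 gene lists (vertical axis) in 4 comparisons (horizontal axis), with an asterisk where the camera adjusted p was below 0.05. The cell cycle list was at 1.87 in PiZ against wild type and -1.79 in PiZ/Chop-/- against PiZ at 6 weeks.

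Animals of the 2 ages were compared within each genotype. In wild type 401 genes were called, 184 higher and 217 lower at 36 weeks; in PiZ 580 were called, 334 higher and 246 lower; and in PiZ/Chop-/- 177 were called, 107 higher and 70 lower. Wild type and PiZ shared 74 calls, 66 of them in the same direction, and PiZ and PiZ/Chop-/- shared 68, with 66 in the same direction. The fit to only the groups compared moved the wild-type count most, to 29. In wild type the largest changes were in Cidec and Nat8, which rose by 4.21 and 3.28 on the log2 scale, and in Cyp4a31 and Lpl, which changed by -3.99 and -3.00. Igf2bp3 (ENSMUSG00000029814; chromosome 6, 49085223 to 49214957) measured 14.99 ± 3.14 CPM in PiZ (SD, n = 5) and 11.1 ± 4.30 CPM in PiZ/Chop-/- (SD, n = 5) at 6 weeks. It had 0 reads in every library at 36 weeks, and was at least 12.8-fold lower in PiZ and 9.17-fold lower in PiZ/Chop-/-. In PiZ, Ggt1 was at least 51.7-fold lower and Mup7 at least 37.8-fold higher at 36 weeks, and Mup11 rose by 6.22 on the log2 scale. In PiZ/Chop-/-, Zfp979 was at least 8.69-fold and Cidea at least 9.86-fold higher, and Cyp2c69, of a paralog family whose value is uncertain, at least 13.4-fold lower. Over all genes, 0 panel genes were called in wild type, 3 in PiZ and 0 in PiZ/Chop-/-, and 1, 5 and 0 over the panel alone.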

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

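The tests that re-divided the samples were set before the results were seen, and all other tests in this part were chosen only after the result was seen.

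Single animals far from the rest of their group were looked for in 134 combinations of a named gene and a group, and 14 were found, where a rate of 1 in 20 gives 7 by chance. Over genes and library measures together there were 20 in 184, against 9 by chance. Wild-type replicate 1 at 36 weeks accounted for 4: Serpina1a at 2144 CPM (others at most 1689), Serpina1b at 5879 CPM (others at most 5007), Cyp4a31 at 2.80 CPM (others at least 6.77) and Rhbg at 12.9 CPM (others at least 15.9). The other single cases were Serpina1b at 4961 CPM in PiZ replicate 5 at 36 weeks, Orm3 at 118 CPM in PiZ replicate 3 and Rhbg at 247 CPM in PiZ replicate 4 at 6 weeks, Gpx2 at 1.76 CPM in wild-type replicate 4 at 6 weeks, Cyp4a10 at 52.1 CPM in PiZ/Chop-/- replicate 4 at 36 weeks, Nat8 at 67.3 CPM in wild-type replicate 4 at 36 weeks, and Clcn5 at 6.95 CPM in PiZ replicate 4 at 36 weeks. No explanation was tested for these scattered values, technical or biological.

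PiZ/Chop-/- replicate 1 at 6 weeks was apart from its group in 3 panel genes: Jun at 194 CPM (others 26.1 to 46.4), Atf3 at 92.6 CPM (others 0.813 to 3.12) and Atf4 at 503 CPM (others 113 to 173). It was also apart in the log2 ratio of Dbp to Arntl, at -1.86 against 5.21 to 6.31 in the other 4 animals. Its Ddit3 value of 10.7 CPM was below every PiZ animal of that age, of which the lowest had 81.9 CPM, but lay within the wild-type range of 6.62 to 15.1 CPM. Its Mars value of 12.4 CPM was below every PiZ and wild-type animal, of which the lowest had 24.6 CPM. Both values go against a label swapped with PiZ, and only Mars goes against a label swapped with wild type. When the genes that differed between PiZ/Chop-/- and PiZ were chosen without this animal, its own change was 55.96% of that of the other 4, and the same measure ran from 75.65% to 107.79% when each of the others was held out. These values are not on a like basis, because this animal was then part of the gene choice and of the reference. The retained share of this animal, 53.7%, lay within the range of the others (37.4% to 55.7%). Sampling at another time of day may account for part of its distance, but the labels give no time of sampling, the animal also differed in stress genes, and these cannot be told apart in a single animal. Without it the count for PiZ/Chop-/- against PiZ at 6 weeks was 895, of which 655 were among the 738. In the same fit the difference between ages in the PiZ/Chop-/- against PiZ effect was called for 246 genes in place of 155. Age in PiZ/Chop-/- gave 220 in place of 177, and PiZ/Chop-/- against wild type at 6 weeks gave 1992 in place of 2118. No biological explanation was tested.

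Wild-type replicate 2 at 6 weeks was apart in the share of reads taken by its 10 most abundant genes, 41.3% against 25.7% to 29.9%, and in its median correlation with its group, 0.824 against 0.908 to 0.935. In this library 43.94% of uniquely aligned reads lay outside annotated genes, the highest share of the 29, and 22.4% of assigned reads were mitochondrial. These values are consistent with lower RNA or library quality, and no biological explanation was tested. Without it PiZ against wild type at 6 weeks gave 2366 genes, 2094 of them among the 2802, with 0 changes of sign. In the same fit PiZ/Chop-/- against wild type at 6 weeks gave 1328 genes in place of 2118. Age in wild type gave 208 in place of 401, and the difference between ages in the PiZ effect gave 257 in place of 262. Replicate 5 of this group had the next highest share of reads outside annotated genes, 31.1%. Without replicate 5, PiZ against wild type at 6 weeks gave 2288 genes.

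Among the other library measures, the 10 most abundant genes took 27.5% in PiZ/Chop-/- replicate 2 at 6 weeks (others at most 26.4%), the median correlation was 0.920 in PiZ/Chop-/- replicate 3 at 36 weeks (others at least 0.942), and the retained share was 37.4% in PiZ/Chop-/- replicate 2 at 6 weeks (others at least 50.7%). Skeletal muscle genes averaged 6.14 log2 CPM in PiZ/Chop-/- replicate 3 at 36 weeks, the highest of its group. No explanation was tested for these 3 values.

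Effects that differed between the ages were the most frequent pattern. The PiZ effect differed for 262 genes. Of 40 regroupings drawn from 512 possible, which exchanged the ages of same-numbered animals within a genotype, 2 gave as many genes, the real one included, and the other gave 273. That share is 0.05 or more, so at this number of draws the test gives no support for the number of genes. It is not a clean test of the difference, because it assumes no change with age in either genotype, and regroupings that turn most animals of a genotype keep real changes with age. The PiZ/Chop-/- against PiZ effect differed for 155 genes, and 1 of 40 regroupings, the real one, gave as many, with 123 as the next largest, under the same limit. Among the 12 list tests of a difference, 9 passed. For the PiZ effect the camera adjusted p was 1.68e-05 for PERK-ATF4 (median difference -0.71), 5.57e-05 for ER chaperones (-0.56), 0.0257 for macrophage (-0.34) and 0.000149 for cell cycle (-1.03). For the PiZ/Chop-/- against PiZ effect it was 5.57e-05 for PERK-ATF4 (0.48), 0.0257 for AP-1 (0.37), 0.000476 for extracellular matrix (0.59), 1.46e-06 for macrophage (0.91) and 8.02e-07 for cell cycle (1.48).

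Among 48 tests of a named gene, 10 differed between the ages. For the PiZ effect the log2 differences were 2.56 for Serpina1e, 4.49 for Hsd3b5, 2.38 for Cyp4a14, 2.35 for Pigr and -2.93 for Rhbg. For the PiZ/Chop-/- against PiZ effect they were -6.72 for Hsd3b5, -4.83 for Mup11, -2.88 for Cyp4a10, -3.64 for Mup3 and 2.36 for Clcn5. These genes were named by rules that favour large changes, so their sizes are likely overstated, and with the clock covariate the second effect was called for 42 genes in place of 155. Hsd3b5 had at most 2 counts in any PiZ library at 6 weeks, under the floor, so the sizes of its differences are uncertain. The retained share differed by 53.5 percentage points, measured on genes chosen separately at each age.

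Technical reasons for the smaller number of genes between PiZ/Chop-/- and PiZ at 36 weeks were tested. Lower depth was tested by thinning the 6-week libraries to 2310208 counts, which gave 721 genes, against 738 at full depth, so depth does not account for the drop to 4. A larger spread between animals at 36 weeks was tested by the ratio of the biological coefficients of variation in PiZ and PiZ/Chop-/- animals, which was 1.017, so spread does not account for it either. The time of sampling was examined with the ratio of Dbp to Arntl. With this ratio as a covariate 259 genes were called at 6 weeks and 4 at 36 weeks, and 42 for the difference between ages. The ratio differed between PiZ/Chop-/- and PiZ by 4.04 at 6 weeks (two-sided exact permutation p = 0.0556) and by -0.33 at 36 weeks (p = 0.817), so at 6 weeks the covariate may also take up part of the difference between genotypes. A list of 16 circadian clock genes passed in 0 of 7 comparisons, and between PiZ/Chop-/- and PiZ at 6 weeks it had a median log2 fold change of 0.19, with 8 of 16 genes higher and 3 called (camera adjusted p = 0.173). Such a list holds genes of opposite phase, so it may miss a shift in time that the ratio shows. The animal with the other clock phase at 6 weeks, at 55.96% of the change of the rest, stands alone. Time of day may account for part of the larger number at 6 weeks, and how large that part is cannot be told. A loss of the Chop effect with age may be proposed for the remainder, but a single clock ratio may not take up every effect of sampling time.

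Reads counted as ambiguous between genes, which no comparison used, made up 0.656% of the reads that overlapped genes in PiZ and 0.725% in PiZ/Chop-/- at 36 weeks. All animals of both groups were above all 4 wild-type animals of that age (mean 0.618%, highest 0.637%). At 6 weeks the groups overlapped with wild type. No explanation was tested for this difference.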

How the results depend on the processing

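Results were recomputed under each alternative, and robust moderation, the clock covariate and the muscle covariate were chosen after seeing the data. Outside the fits that left out a sample, 1118 results with a test were on the same side of the threshold with the same direction, 17 were weaker, 22 stronger and 6 reversed. Of the counts and shares 117 stayed within their limits and 31 moved. The scaling alternatives moved no count of calls by more than 1.5 times. Where a value moved, the cause was not tested unless stated.

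With DESeq2 the counts were 414 for PiZ against wild type at 36 weeks, 658 and 346 for age in wild type and PiZ/Chop-/-, and 542 and 290 for the differences between ages in the PiZ and the PiZ/Chop-/- against PiZ effects. With 1 surrogate variable, whose largest weight was on wild-type replicate 2 at 6 weeks (-0.869), they were 487 for PiZ against wild type at 36 weeks, 463 and 735 for PiZ/Chop-/- against wild type at 6 and 36 weeks, 179, 954 and 320 for age in wild type, PiZ and PiZ/Chop-/-, and 305 for the difference in the PiZ/Chop-/- against PiZ effect. In fits to only the groups compared they were 1712 and 529 for PiZ against wild type at 6 and 36 weeks, 1138 for PiZ/Chop-/- against PiZ and 512 for PiZ/Chop-/- against wild type at 6 weeks, 29 and 1154 for age in wild type and PiZ, and 375 for the difference in the PiZ/Chop-/- against PiZ effect. With the clock covariate they were 259 for PiZ/Chop-/- against PiZ and 978 for PiZ/Chop-/- against wild type at 6 weeks, 338 for age in PiZ and 42 for the difference in the PiZ/Chop-/- against PiZ effect. With the muscle covariate they were 1618 for PiZ against wild type and 999 for PiZ/Chop-/- against wild type at 6 weeks, and 149 for age in wild type.

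The retained share with genes chosen and measured in the same animals was 58.0% at 6 weeks and 92.6% at 36 weeks. At 36 weeks it was 95.8% without the low-count filter, 88.4% with the clock covariate and 115% with the muscle covariate.

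Reversed results were small in size. The cell cycle list in PiZ/Chop-/- against PiZ at 36 weeks reversed without the low-count filter (adjusted p 0.905, range over alternatives 0.0149 to 0.927), and the PERK-ATF4 list there in the fit to only the groups compared (adjusted p 0.965, range 0.678 to 0.965). The cell cycle value of 0.0149 came from the muscle covariate, with which that list passed as lower. Serpina1b in PiZ against wild type at 6 weeks became -0.40 with 1 surrogate variable. Jun in PiZ/Chop-/- against PiZ at 36 weeks became -0.0172 with 1 surrogate variable, -0.0326 with the clock covariate and -0.0748 with the muscle covariate.

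Across the fits that each left out a sample, the counts ranged from 2250 to 3002 and from 150 to 268 for PiZ against wild type at 6 and 36 weeks, from 464 to 895 and from 3 to 4 for PiZ/Chop-/- against PiZ, from 1328 to 2450 and from 224 to 505 for PiZ/Chop-/- against wild type, from 107 to 686, 386 to 546 and 84 to 220 for age in wild type, PiZ and PiZ/Chop-/-, and from 137 to 468 and 76 to 246 for the differences between ages. Between 17 and 21 lists passed. For the retained share only the PiZ/Chop-/- animals were left out in turn, in 5 fits per age, and it ranged from 49.1% to 53.7% at 6 weeks and from 102% to 106% at 36 weeks. These ranges do not cover the choice of PiZ and wild-type animals, over which the partitions at 36 weeks gave 77.6% to 127%. Among single results in these fits, 1455 were unchanged, 48 weaker, 19 stronger and 30 reversed.

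The results that reversed in such a fit had log2 fold changes from -0.31 to 0.14 for Atf3, -0.16 to 0.0916 for Hspa5, -0.25 to 0.25 for Jun, -0.0539 to 0.0721 for Serpina1b and -0.0639 to 0.23 for Serpina1c in PiZ/Chop-/- against PiZ at 36 weeks, from -3.67 to 0.22 for Atf3 at 6 weeks, from -0.21 to 1.32 for Fos in PiZ against wild type at 36 weeks, and from -0.0472 to 0.38 for Serpina1b and -0.39 to 0.11 for Serpina1d at 6 weeks. Adjusted p-values ranged from 0.00120 to 0.726 for ER chaperones and 0.239 to 0.982 for PERK-ATF4 in PiZ/Chop-/- against PiZ, and from 0.0503 to 0.886 for cell cycle in PiZ against wild type, all at 36 weeks.

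The replicate number as a block gave 2646 and 250 genes for PiZ against wild type at 6 and 36 weeks, 715 and 3 for PiZ/Chop-/- against PiZ, 1915 for PiZ/Chop-/- against wild type at 6 weeks, 291, 540 and 153 for age, 205 and 133 for the differences between ages, and 17 lists. Same-numbered animals had a mean correlation of -0.00390 over all groups, and from -0.0894 to 0.0509 in the comparisons other than PiZ/Chop-/- against wild type at 36 weeks. Under the block Hspa5 and Atf4 were called between PiZ/Chop-/- and PiZ at 6 weeks, with log2 fold changes of -0.92 and -0.86, and at 36 weeks Cyp4a10 was not called and the extracellular matrix list did not pass (adjusted p 0.0586). DESeq2 gave no value for the lists and the fry test none for the counts of genes.

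Depth limited genes near the floor, where folds could be given only as lower bounds. These folds used the highest floor in the group after TMM scaling, from 1.132 to 1.419 CPM, where unscaled depth gave floors of 0.779 to 1.30 CPM per library.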

Other observations

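The tests that re-divided the samples were set before the results were seen, and the tests of single genes, muscle, linked regions and age were chosen only after the result was seen.

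For each comparison of 2 groups, the samples were re-divided in the 16 ways that part every same-numbered pair. In all 9 comparisons 1 of the 16 splits, the real one, gave as many genes, but 16 splits cannot give a share under 0.05. The largest count from another split was 587 for PiZ against wild type at 6 weeks and 62 at 36 weeks, 54 for PiZ/Chop-/- against PiZ at 6 weeks and 0 at 36 weeks (442 genes had an unadjusted p below 0.05 in the real split), 804 for PiZ/Chop-/- against wild type at 6 weeks and 164 at 36 weeks, and 132, 0 and 14 for the ages in wild type, PiZ and PiZ/Chop-/-. With splits that ignore the numbering added to these 16, 30 splits of 126 possible also gave 1 as large in each comparison, the real one. The largest other count rose to 111 for PiZ/Chop-/- against PiZ at 6 weeks and to 1 at 36 weeks. It rose to 17 for the ages in PiZ/Chop-/- and stayed the same in the other comparisons.

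Mars was lower in PiZ/Chop-/- at both ages, with a log2 fold change of -2.12 at 6 weeks. Reads of the overlapping Ddit3 counted to Mars would have made Mars rise with Ddit3 in PiZ at 6 weeks. Its log2 fold change there was -0.2023, which goes against this explanation. A linked chromosome segment carried with the deletion was tested on 102 genes within 10 Mb of Ddit3, with Ddit3 and Mars left out, of which 2.94% had an unadjusted p below 0.01 at 36 weeks, against 0.84% elsewhere (Fisher's exact p = 0.0568). At 6 weeks the shares were 13.73% and 10.36% (Fisher's exact p = 0.254). Neither test passed 0.05, and only 3 of the 102 genes were counted at 36 weeks and 14 at 6 weeks, so a linked segment was not shown. It and an effect of the deleted locus on the adjoining end of Mars may remain as explanations.

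Gcsh was lower in PiZ than in wild type, by -2.18 on the log2 scale at 6 weeks and -2.94 at 36 weeks, and lay between PiZ and wild type in PiZ/Chop-/- at both ages. A linked chromosome segment that differs between the lines was tested on 138 other genes within 10 Mb of Gcsh. At 36 weeks 4.35% of these and 6.09% of the other genes had an unadjusted p below 0.01 (Fisher's exact p = 0.476). An excess of changed genes around Gcsh was not shown, but a linked variant that lowers Gcsh alone would leave its neighbours unchanged, so it is not excluded. Other technical explanations were not tested, so a dependence of Gcsh on Chop is a hypothesis that may be tested elsewhere.

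Myh2 was among the largest falls in PiZ at 6 weeks. All 13 other skeletal muscle genes tested were lower too, with a median log2 fold change of -5.86 and 11 of them called. The fall is consistent with skeletal muscle tissue in some wild-type samples, in which the 14 muscle genes averaged 7.69 log2 CPM in replicate 1, 7.88 in replicate 2, 3.58 in replicate 3, 1.28 in replicate 4 and 4.03 in replicate 5. With these genes as a covariate 1618 genes were called between PiZ and wild type at 6 weeks, in place of 2802. The covariate also takes up differences between the groups, so how many of the 2802 calls come from muscle cannot be told.

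The clock genes were compared in 9 pairs of groups by two-sided exact permutation tests of the log2 ratio of Dbp to Arntl. The largest difference was 5.22, between PiZ/Chop-/- and wild type at 6 weeks, higher than every wild-type animal in 4 of 5 animals (exact permutation p = 0.0317, adjusted p = 0.143), and 0 of the 9 passed adjustment, with 1 at an unadjusted p below 0.05.

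Less mature expression in PiZ at 6 weeks was tested on 256 genes called between the ages in a fit to the PiZ/Chop-/- animals alone, where the fit to all groups called 177. Each gene was signed by its change with age. Their mean log2 difference between PiZ and wild type at 6 weeks was -0.1475, with overlapping animals (two-sided exact permutation p = 0.3571 over 252 assignments). The score did not separate the groups, and a delay could neither be shown nor excluded.

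A list of 23 interferon-stimulated genes, made after Irf7 had been seen to vary, averaged 5.08, 5.12 and 5.21 log2 CPM in PiZ/Chop-/- replicates 1, 2 and 3 at 36 weeks, and 3.94 and 3.95 in replicates 4 and 5. The PiZ animals of that age ran from 3.97 to 4.35. No explanation was tested for this split within the group. Cyp2c40 measured 77.4 ± 45.5 CPM in PiZ/Chop-/- at 6 weeks (SD, n = 5) and 0.276 ± 0.285 CPM at 36 weeks (SD, n = 5).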
